A study of Mus musculus with 4 samples. Its data were reported in "YTHDF2 suppresses the 2C-like state in mouse embryonic stem cells via the DUX-ZSCAN4 molecular circuit" (2025).

How the data were processed

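RNA was sequenced from mouse embryonic stem cells (ESCs) of the E14 line, a pluripotent line derived from the early mouse embryo. The cells carried a short hairpin RNA (shRNA) delivered by lentivirus, either a scrambled control sequence (shScramble) or a sequence directed at Ythdf2 (shYthdf2), and stable lines were kept under puromycin. The series holds 4 libraries, 2 of shScramble and 2 of shYthdf2, and each was placed in its group and given its replicate number from its title. Per the study's methods the RNA was selected for poly(A), and per the labels the libraries were stranded by the dUTP method and sequenced from both ends.

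The authors deposited one table of raw read counts per gene for all 4 libraries, with no normalization and no pooling of replicates. Per the file headers the counts were made with featureCounts version 2.0.3 over the exons of the RefSeq annotation of the mm10 build. The aligner is not named there. The paired-end option was set without the option to count pairs, so each count is a read and not a fragment. The values carry the mark of this: between 61.5% and 63.9% of counts from 1 to 20 were even, and each library had more genes with exactly 2 reads (2132 to 2334) than with exactly 1 read (1108 to 1202). Counting reads doubles most counts without adding molecules, so the halved counts were tried as an alternative. No strand option was set although the libraries were stranded, so reads from overlapping antisense genes could not be kept apart. Reads placed at several positions and reads lying over several genes were left out by the counting defaults, which lowers the counts of multicopy families such as Zscan4 and Usp17l. The annotation also lists extra contigs (alternate and fix sequences) besides the chromosomes. 2404 of 49997 genes lie on one, 927 of them among the genes tested. The deposited gene length is the length of the union of a gene's exons in bases, over all contigs. A gene listed on an extra contig as well can have both copies counted. Duxf3, for example, spans 58229505 to 58233089 on chromosome 10 but has a length of 7170. The lengths were used without a correction for this. The table has no rows for transposable elements, so MERVL was not analysed here. It has no row named Dux, and the gene listed at that locus is Duxf3. The study does not say which row it calls Dux, so taking Duxf3 for it is an assumption. All 4 columns of counts were used and 0 other columns of per-sample values were present. All rows name a gene.

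Total counts per library were 36422510 and 31113006 reads for shScramble replicates 1 and 2, and 34812976 and 35305720 reads for shYthdf2 replicates 1 and 2. A gene with no reads in a library is bounded by 3 reads, which came to between 0.083 and 0.095 CPM, the read count scaled to a common library total. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules, and here both reads of a pair were counted.

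The main test was edgeR's quasi-likelihood F test (edgeR version 4.0.16 in R version 4.3.3) on the deposited counts, two-sided, with TMM scaling, the default filter on low counts (filterByExpr, minimum count 10 and minimum total 15), no covariate and Benjamini-Hochberg adjustment over the 18341 genes that passed the filter. These genes held 99.9% of all reads. The standard error of a log2 fold change was taken from the fold change and its F statistic. The coefficient of biological variation was 15.8%, and the genes shared information worth 7.85 prior degrees of freedom. The study's own criteria were applied with DESeq2 version 1.42.0 (Wald test, unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1), over the 30565 genes with a read. An adjusted p that DESeq2 did not give was left out and not set to 1. With 2 libraries per group, an exact permutation test of a single value cannot give a two-sided p below 0.333, so single values carry the model's p only.

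Gene lists were written from general knowledge, or taken from the study, before the data were examined, and 10 of them were tested with camera (limma version 3.58.1, preset correlation of 0.01 between genes, log2 CPM with a prior count of 2), with Benjamini-Hochberg adjustment over the 10 lists: markers of 2C-like cells, 2C-related genes that the study displayed as rising in its rescue experiment, pluripotency, formative, primitive endoderm, mesoderm, neuroectoderm, trophectoderm, interferon and p53 lists. Lists of transcripts the study named as YTHDF2 targets, of the m6A machinery and of the CCR4-NOT complex with other decay factors were described and not tested. A germline list was composed after the values had been seen and is used only among the closing observations. Named genes followed a rule fixed before the data were examined: genes the study names for this comparison, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups, and the 3 lowest adjusted p-values in each direction. Genes that make up a count of 5 or fewer in a list are named as well, and these were chosen after their values were seen.

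Alternatives fixed in advance were other scalings (RLE, library totals, upper quartile), DESeq2 or limma-voom in place of edgeR, no filter or filters at a mean of 10 counts or 1 CPM, the replicate number as a block, a correction of the gene length trend (loess with a span of 0.5), both together, leaving out numbered gene models, stricter thresholds, fry, camera with an estimated correlation and fgsea (version 1.28.0) for the lists, a prior count of 2 and other pseudocounts. Added after the data had been seen were halved counts, leaving out genes on extra contigs, a GC correction with and without the block, and filterByExpr ahead of DESeq2. In edgeR the prior count of 2 changes the fold change of a gene but not its p, so it passes wherever the main fit does. Each replicate was also left out in turn. That leaves an arm with 1 library, so only values are given for those fits. GC content, 3′ UTR sequences and the positions of shRNA target sites came from the GENCODE M21 annotation and transcripts, which use the same genome build. A GC value was found by symbol for 90.6% of the tested genes.

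The tests were tried on simulated data before use. Counts for the 18341 genes were drawn 5 times from the real means, dispersions and library sizes, with 200 genes changed by known factors. edgeR recovered 57.5% of the genes changed 2-fold and 83.1% of those changed 4-fold, and 9.76% of its calls on average were unchanged genes, which is above the nominal 5% rate. In a simulation of 10 lists with one raised by a median of 0.83 (log2), camera called the raised list and no other. fry gave it an adjusted p of 0.13 and camera with an estimated correlation one of 0.43. Neither had the power to call such a list at this number of libraries, and fgsea called the raised list and 1 unchanged list. Each gene was drawn independently, so camera's preset correlation was not tested on lists whose genes move together. The seed-site test was checked with a planted shift and with none. Python version 3.11.15, numpy version 2.4.6, scipy version 1.17.1 and matplotlib version 3.10.9 were used for sequence searches and plots.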

Results

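To examine how loss of the m6A reader YTHDF2 changes the transcriptome of mouse ESCs, control and Ythdf2-knockdown cells were compared by RNA-seq. YTHDF2 binds mRNAs that carry N6-methyladenosine (m6A) and is studied here as a regulator of 2-cell-like (2C-like) cells, a rare state in ESC cultures in which genes of the 2-cell embryo such as Dux, Zscan4 and Usp17l are switched on. Each group had 2 libraries, with 36422510 and 31113006 counted reads for shScramble and 34812976 and 35305720 for shYthdf2. Between 25155 and 25745 genes had at least 1 read in a library. The 10 most abundant genes took 4.70% ± 0.06 of the reads in shScramble and 4.55% ± 0.22 in shYthdf2 (SD, n = 2), and mitochondrial genes took 1.65% ± 0.22 and 1.81% ± 0.30 (SD, n = 2), differences smaller than the spread between the shYthdf2 replicates.

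The targeted gene was examined first. Ythdf2 lies on chromosome 4 from 132184916 to 132212256 on the minus strand (mm10). The study lists a pair of shRNAs against it, and the labels do not say which one these libraries carry, or whether both shYthdf2 libraries carry the same one. The target of shYthdf2-1, GCAAACTTGCAGTTTATGTAT, lies in the 3′ UTR, in exon 5, at positions 132186787 to 132186807 of chromosome 4. The target of shYthdf2-2, GGACGTTCCCAATAGCCAACT, lies in the coding sequence, in exon 4, at positions 132204319 to 132204339. The scrambled sequence, AACAGTCGCGTTTGCGACTGG, matched 0 transcripts of the annotation. Ythdf2 was read 3365 and 2760 times in the shScramble libraries, and 1086 and 1082 times in the shYthdf2 libraries. Its level was 90.5 ± 4.12 CPM in shScramble and 31 ± 1.08 CPM in shYthdf2 (SD, n = 2), a log2 fold change of -1.55 (SE 0.11, edgeR adjusted p = 0.00069), which left 34.2% of the control level. Among 16 other settings it ranged from -1.56 to -1.50, farthest from -1.55 with the GC correction, which gave -1.50. Transcripts of the other family members did not fall. Ythdf1 had a log2 fold change of 0.32 (SE 0.12, edgeR adjusted p = 0.17). It was 0.17 without shScramble replicate 2 and 0.49 without shScramble replicate 1. Of 17 other settings, Ythdf1 passed as higher in 3, each with the replicate number as a block. Ythdf3 had a log2 fold change of 0.11 (SE 0.12, edgeR adjusted p = 0.66), which turned to -0.02 without shYthdf2 replicate 2.

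Replicates were close. Across the 30565 genes with a read, the Pearson correlation of log2(CPM + 1) was 0.996 between the shScramble libraries and 0.996 between the shYthdf2 libraries, with Spearman correlations of 0.952 and 0.950. Between the groups the 4 Pearson correlations lay from 0.991 to 0.993. Genes are not independent replicates, so no p-value is given. With a pseudocount of 0.1, which gives more weight to low counts, the correlations within groups fell to 0.987 and 0.987. The first principal component of log2 CPM held 51.9% of the variance and separated the groups. The second held 29.4% and separated the libraries numbered 1 from those numbered 2 in both groups. The labels name no batch, so the main lists are also compared within each replicate number below.

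In total, 445 genes were higher and 273 lower in shYthdf2 at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), which is 3.91% of the 18341 genes tested. At an unadjusted p under 0.05 there were 2024 higher and 1798 lower genes. The median log2 fold change was 0.99 among the higher genes and -0.88 among the lower ones, and in all 718 called genes both libraries of one group lay above both of the other. Of all tested genes 51.8% showed such separation, where chance gives 33.3% on average for 2 libraries against 2. Genes move together across libraries, so a share above 33.3% is no evidence by itself. DESeq2 at the same threshold gave 800 higher and 602 lower genes, 704 of them shared with edgeR in the same direction. By the study's own criteria, an unadjusted p of at most 0.05 with at least a 2-fold change in DESeq2, 498 genes were higher and 382 lower. Of these 880 genes, 333 also passed the adjusted threshold in edgeR, and 86 had a mean of fewer than 10 reads per library. The setting that moved the study-criteria counts most was an adjusted p in place of the unadjusted one, which left 260 higher and 157 lower genes. DESeq2 gave no adjusted p for 165 of the 880.

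**Figure D1:**
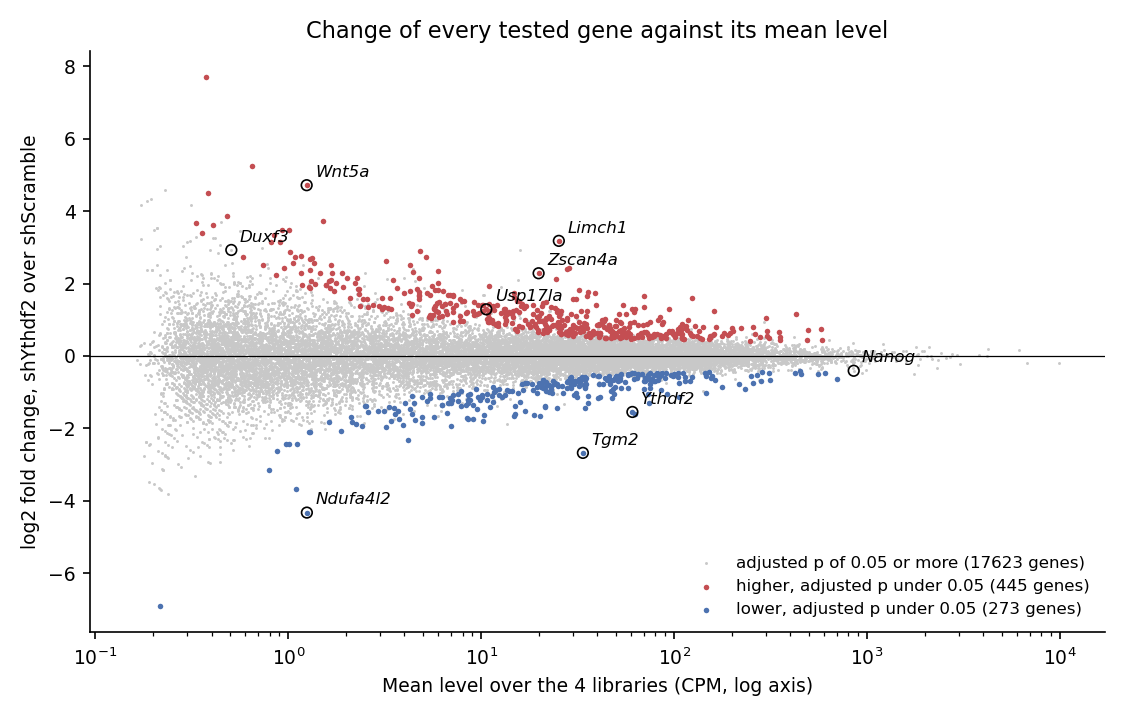
Each point is one of the 18341 tested genes, with its mean level over the 4 libraries in CPM on a log axis against its log2 fold change between shYthdf2 and shScramble. Red points are the 445 genes higher and blue points the 273 genes lower at an adjusted p under 0.05 in edgeR, grey points are the rest, and circled genes are named in the text.

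The gene with the lowest adjusted p was Limch1 (chromosome 5, 66745889 to 67057159). It rose from 5.03 ± 0.87 CPM in shScramble to 45.5 ± 4.70 CPM in shYthdf2 (SD, n = 2), a log2 fold change of 3.18 (SE 0.18, edgeR adjusted p = 0.00017). Rasgrp2 (17.8 to 59.9 CPM, log2 fold change 1.75) and Ldhb (61.3 to 186 CPM, log2 fold change 1.60) followed among the rises, and Usp26 on the X chromosome fell from 94.1 ± 2.91 to 31.3 ± 2.55 CPM (SD, n = 2), a log2 fold change of -1.59. Tgm2 fell from 58.2 ± 21.3 to 9.10 ± 1.40 CPM (SD, n = 2), with a log2 fold change of -2.68 (SE 0.24, edgeR adjusted p = 0.0015), from 1553 and 2309 reads in the shScramble libraries and 277 and 361 in the others. The largest rises at a mean of at least 1 CPM were in Wnt5a (log2 fold change 4.71), Atcay (3.74), LOC100504180 (3.49), Limch1 and Gm11543 (2.91). Wnt5a had 5 and 1 reads in shScramble against 88 and 80 in shYthdf2, so the size of its fold change rests on few control reads. The largest falls were in Ndufa4l2 (log2 fold change -4.32), Gm46244 (-3.66), Tgm2, Gm7344 (-2.43) and Crtam (-2.43). Ndufa4l2 had 24 and 129 reads in the shScramble libraries and 6 and 2 in the others, and its log2 fold change was -2.50 without shScramble replicate 2. It did not pass in limma-voom (adjusted p of 0.14, the highest of 17 other settings, with 9.8e-12 the lowest, without a low-count filter). Gm11543 and Crtam (adjusted p of 0.070 each) and LOC100504180 (0.056) did not pass in limma-voom either. Gm11543 dropped to 1.81 without shYthdf2 replicate 2.

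The study asked whether depletion of YTHDF2 raises the 2C program. Of the 2C marker list, 33 genes were tested and 32 had a positive log2 fold change, Tdpoz4 being the exception. The median log2 fold change was 1.18 (camera adjusted p = 4.3e-08 over 10 lists). 5 genes (Zscan4a, Usp17la, Usp17le, Gm4340 and Gm21761) passed the adjusted threshold over all genes tested, 23 when adjusted over the list alone, and 24 at an unadjusted p under 0.05. The 2C-related genes the study displayed from its rescue experiment gave a median of 1.04 over 40 genes, 37 of them higher and Calhm3, Tdpoz4 and Neto2 not (camera adjusted p = 1.7e-08). 8 of them passed over all genes and 19 adjusted over the list alone. The study drew its 2C genes from published data and does not say how the displayed ones were picked. It displayed them as rising in Ythdf2-knockdown cells, so the rise of this list may be partly built in. The list shares 19 genes with the first. The camera calls of both lists did not hold under fry (adjusted p of 0.25 and 0.18) or with an estimated correlation (0.54 and 0.49). At this number of libraries those tests also missed a raised list in simulated data. The simulated genes were drawn independently, whereas 32 of 33 markers were higher in shYthdf2 replicate 2 than in shYthdf2 replicate 1. Camera's preset correlation was therefore not tested on genes that move together, and its p-values for both lists may be too small.

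The rise was uneven between the knockdown libraries. Relative to the shScramble mean, the median deviation of the 2C markers was 0.57 (log2) in shYthdf2 replicate 1 and 1.65 in shYthdf2 replicate 2, and without shYthdf2 replicate 2 the median log2 fold change was 0.56 for the markers and 0.65 for the study's genes. The control libraries differed too, with the markers at a median of 0.62 higher in shScramble replicate 2 than in replicate 1, so the rise in shYthdf2 replicate 1 was of the size of the gap between the controls. Compared within replicate numbers, the markers were higher in shYthdf2 by a median of 0.80 between the libraries numbered 1 and by 1.44 between those numbered 2. For the study's genes these medians were 0.70 and 1.28. 24 of the 33 markers were higher in both shYthdf2 libraries than in both shScramble libraries.

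Summed over its 9 rows, all on chromosome 7, the Zscan4 family had 34.9 and 60.9 CPM in the shScramble libraries and 76.5 and 255 CPM in the shYthdf2 libraries, a log2 ratio of the means of 1.79 that was 0.68 without shYthdf2 replicate 2. The Usp17l family (6 rows) had 23.2 and 32.9 CPM against 45.7 and 80.1 CPM, a log2 ratio of 1.17 that was 0.71 without the same library. Both totals rose under each of the 3 other scalings. Members share sequence, and the authors' counting left out reads that could not be placed, so single members are uncertain: 25.1% of the 150-base windows of Zscan4a transcripts, 61.0% of those of Zscan4c and 1.28% of those of Usp17la also occur in transcripts of another gene. Zscan4a (chromosome 7, 10794241 to 10799065) had a log2 fold change of 2.28 (SE 0.48, edgeR adjusted p = 0.034), which was 1.09 without shYthdf2 replicate 2. It passed in 15 of 17 other settings, including a prior count of 2, which cannot change the p. The adjusted p-values ran from 4.8e-28 to 0.092, the highest in DESeq2. The lowest came without a low-count filter, where the gene's own spread between replicates did not enter the test. Usp17la had a log2 fold change of 1.29 (SE 0.26, edgeR adjusted p = 0.029) and passed in all 17 other settings that gave a test. Zscan4c (log2 fold change 1.91, edgeR adjusted p = 0.052), Zscan4d (1.24, 0.12), Zscan4f (1.30, 0.12), Zscan4e (1.68, 0.11) and Zscan4b (2.14, 0.15) did not pass, and without shYthdf2 replicate 2 their log2 fold changes lay between 0.02 and 0.82. Of 17 other settings, Zscan4c passed in 8, Zscan4f in 5, DESeq2 included, and the others in 4 each. Among the other tested rows of both families, Zscan4-ps1 (log2 fold change 2.72, edgeR adjusted p = 0.021) and Usp17le (1.44, 0.048) passed, at 1.72 and 0.83 without the same library, and Zscan4-ps2, Zscan4-ps3, Usp17lb, Usp17lc and Usp17ld did not. Zscan4-ps1 passed in 16 of 17 other settings, limma-voom being the exception (adjusted p = 0.060). Usp17le passed in 12 of 17. It did not pass under the 3 other scalings, with the filter at a mean of 1 CPM or in limma-voom (highest adjusted p 0.070). Of 17 other settings, Zscan4-ps2 passed in 7, Usp17lb in 5, DESeq2 included, Zscan4-ps3 and Usp17lc in 4 each and Usp17ld in 3. Duxf3 (chromosome 10, 58229505 to 58233089) was read 8 and 0 times in shScramble and 12 and 52 times in shYthdf2. Its log2 fold change of 2.93 (SE 1.05, edgeR adjusted p = 0.15) did not pass, fell to 1.58 without shYthdf2 replicate 2, and depends on few reads. It passed in 2 of 13 other settings, and it met the study's criteria in DESeq2 (log2 fold change 2.99, unadjusted p = 0.016, no adjusted p given). Without shScramble replicate 1 the only control count is 0, so the fitted 7.94 depends on the prior count and is no bound.

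**Figure D2:**
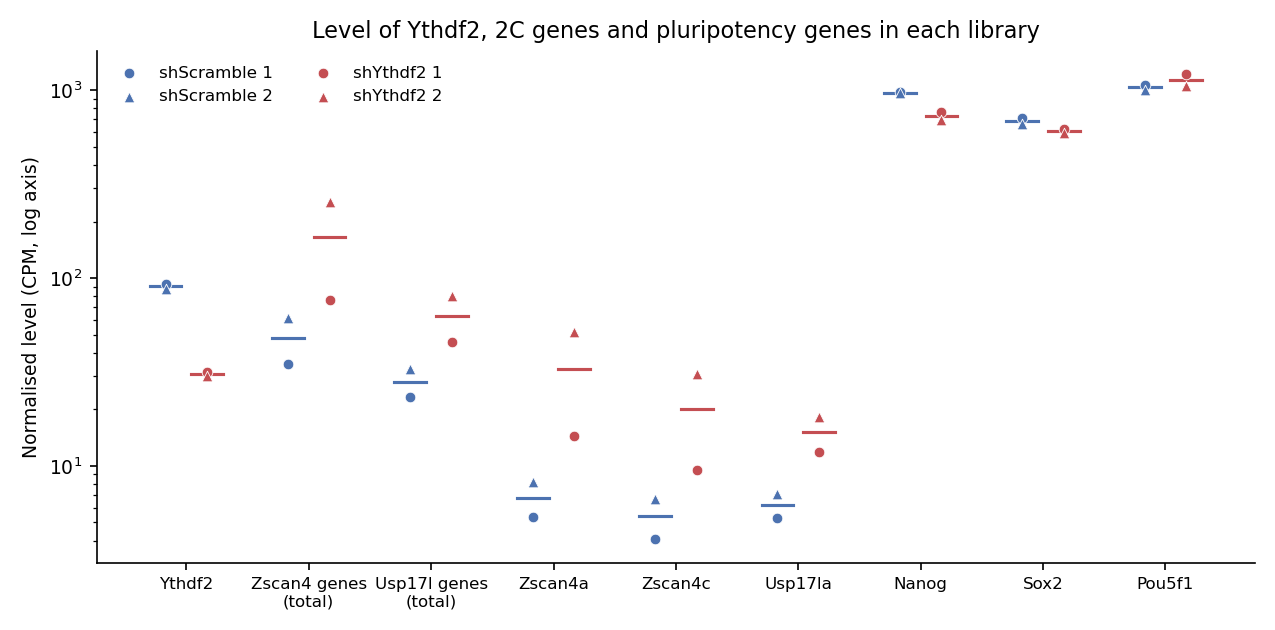
Level in CPM on a log axis in each of the 4 libraries for Ythdf2, the Zscan4 and Usp17l families summed, 3 of their members and 3 pluripotency genes. Points are libraries, circles for replicate 1 and triangles for replicate 2, and bars are group means. The shYthdf2 libraries lie at 31.8 and 30.2 CPM for Ythdf2, while for the Zscan4 family they lie apart, at 76.5 and 255 CPM.

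The study also followed pluripotency factors, and by RT-qPCR it reported lower Nanog, Sox2 and Pou5f1 after the knockdown. The read counts here are another measure. Nanog was lower at 732 ± 52.5 CPM against 972 ± 5.96 CPM (SD, n = 2), a log2 fold change of -0.41 (SE 0.10, edgeR adjusted p = 0.059). It passed the threshold in 12 of 17 other settings, with adjusted p-values from 0.00029 to 0.096. Sox2 had a log2 fold change of -0.17 (SE 0.10, edgeR adjusted p = 0.37), and Pou5f1 one of 0.13 (SE 0.11, edgeR adjusted p = 0.54), which was 0.03 without shYthdf2 replicate 1. Neither passed the threshold in edgeR. Sox2 passed in 1 of 17 other settings and Pou5f1 in 0 of 16. The pluripotency list of 20 genes had a median log2 fold change of -0.11 (camera adjusted p = 0.094), with 13 genes lower. 4 (Klf5, Prdm14, Tdgf1 and Tcl1) were lower and 0 higher at an adjusted p under 0.05 over all genes, 7 lower and 2 higher at an unadjusted p under 0.05, and 6 were lower and 1 higher when adjusted over the list alone. Within replicate numbers 1 and 2 the median was -0.09 and -0.14. It ranged from -0.18 without shYthdf2 replicate 1 to -0.06 without shYthdf2 replicate 2. Cnot1, which encodes a subunit of the deadenylase complex the study connects with YTHDF2, had a log2 fold change of -0.38 (SE 0.12, edgeR adjusted p = 0.11). DESeq2 called it lower (adjusted p = 0.032), and over 17 other settings its adjusted p ran from 0.00075 to 0.15, with 5 past the threshold. It was -0.23 without shYthdf2 replicate 1. Upf1 (-0.06, edgeR adjusted p = 0.82) and Rida (-0.11, 0.76) did not differ beyond the spread between replicates, and each changed sign when 1 library was left out, Upf1 to 0.01 without shYthdf2 replicate 2 and Rida to 0.00 without shScramble replicate 1.

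Transcripts that the study named as YTHDF2 targets were chosen on these samples, so their rise is not independent evidence. This list shares 10 genes with the 2C markers and 8 with the displayed 2C genes, and the same limit holds for those. The 25 tested had a median log2 fold change of 1.23, all higher, 14 of them at an adjusted p under 0.05 over all genes and 25 adjusted over the list alone. The 18 genes of the m6A machinery had a median of 0.02 with 0 higher and 1 lower, Ythdf2 itself, at an adjusted p under 0.05, over all genes and adjusted over the list alone, and the 13 of the CCR4-NOT and decay list one of -0.03 with 0 in either direction by both adjustments. At an unadjusted p under 0.05 there were 1 higher and 3 lower in the first, and 1 higher and 2 lower in the second.

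Of the 7 other lists, camera called the p53 and the trophectoderm list. p53 target genes had a median log2 fold change of 0.56 (camera adjusted p = 1.6e-06), with 17 of 18 higher, Rrm2b being the exception, 8 at an adjusted p under 0.05 over all genes and 14 adjusted over the list alone. The median deviation was 0.69 in shYthdf2 replicate 1 and 0.48 in shYthdf2 replicate 2, both above the 0.10 of the higher control library. Within replicate numbers 1 and 2 the median was 0.68 and 0.55. The trophectoderm list fell by 0.72 on the log2 scale (camera adjusted p = 0.017), with 9 of 12 genes lower. 2 (Tead4 and Esx1) were lower at an adjusted p under 0.05 over all genes and 5 adjusted over the list alone. Within replicate numbers 1 and 2 its median was -0.55 and -0.65. With a replicate left out it ranged from -0.67 without shYthdf2 replicate 1 to -0.50 without shYthdf2 replicate 2, a smaller fall in each fit than with all libraries. Neither call held under fry, where both lists had an adjusted p of 0.11, or with an estimated correlation (0.49 for both). The neuroectoderm list (9 genes, median 0.56, camera adjusted p = 0.076), the formative list (11 genes, 0.09, 0.32), the primitive endoderm list (16 genes, 0.11, 0.53), the mesoderm list (12 genes, -0.18, 0.64) and the interferon list (10 genes, 0.07, 0.35) were not called. Over all genes Sox3 and Nes of the neuroectoderm list and Sall2 of the formative list were higher and Fgf17 of the mesoderm list was lower at an adjusted p under 0.05. Adjusted over the list alone the counts in these 3 lists were 4, 2 and 1, and in the primitive endoderm and interferon lists 0 by both adjustments, with 2 and 1 higher and 0 and 1 lower at an unadjusted p under 0.05. Without shScramble replicate 1 the neuroectoderm median was 0.84 and the interferon median 0.50. Without shYthdf2 replicate 1 the formative median was 0.21, the primitive endoderm median 0.03 and the mesoderm median -0.06. Without shScramble replicate 2 the formative median was 0.02 and the primitive endoderm median 0.22.

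**Figure D3:**
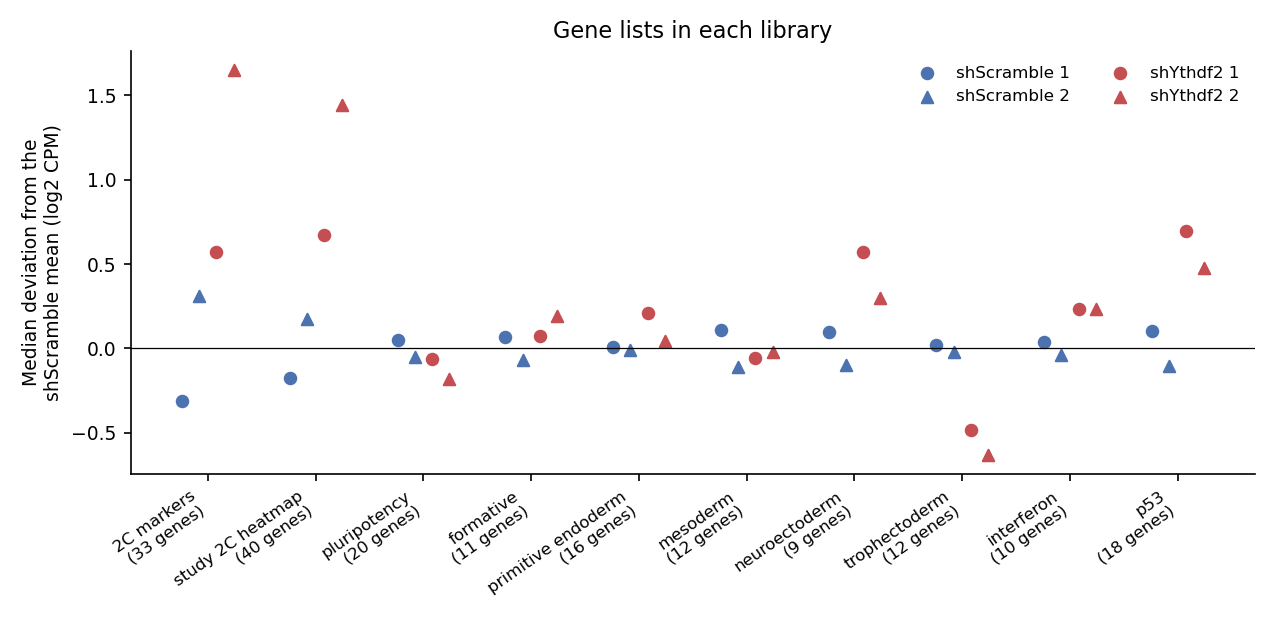
Median deviation of each of the 10 tested gene lists from the shScramble mean, in log2 CPM, in each library, with circles for replicate 1 and triangles for replicate 2. The 2C markers lie at 0.57 and 1.65 in the shYthdf2 libraries, and the p53 list at 0.69 and 0.48.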

Values the study reported

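The study reported that knockdown of YTHDF2 lowered 396 genes and raised 506 genes. Its thresholds were a p-value of at most 0.05 and an absolute log2 fold change of at least 1 in DESeq2.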

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

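Ythdf2 was lower with an adjusted p under 0.05 in all 16 other settings that gave a test, with adjusted p-values from 2.4e-26 to 0.00094, and from -1.59 to -1.50 across the 4 fits that each left out one replicate.

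Counts of called genes depended on the filter, the test and the threshold. Against 445 higher and 273 lower genes, edgeR without a low-count filter called 1095 and 843. Without the filter the estimated prior degrees of freedom became infinite, where they were 7.85 with it, so that each gene's own spread no longer entered the test. All 718 genes were among those calls. DESeq2 called 800 and 602, and the cause was not tested. An adjusted p under 0.01 left 81 and 31 genes, and a test against a fold change of 1.5 (glmTreat) left 31 and 13. The other scalings gave 351 to 415 higher and 257 to 266 lower genes, and between 604 and 681 of the 718 remained. With them the median log2 fold change of all tested genes, 0.00 with TMM, reached -0.01 at the lowest, and the share of higher genes, 62.0% with TMM, lay between 57.6% and 61.4%. Removing the GC trend, an alternative chosen after the data were seen, gave 428 higher and 297 lower genes, with 625 shared. Halved counts gave 483 and 301, with 713 shared, and leaving out genes on extra contigs 421 and 253, with 670 shared. These alternatives too were chosen after the data were seen.

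The groups share replicate numbers, but nothing in the labels makes libraries of one number a pair. The difference between replicates 1 and 2 correlated across genes between the groups (r = 0.23, and 0.22 without the genes of the 2C lists), which with 2 pairs settles nothing, and genes are not replicates. With the replicate block, edgeR called 1851 higher and 1674 lower genes. The replicate block with gene length correction gave 1760 and 1503, and the replicate block with GC correction, added later, 1551 and 1489. All 718 genes were in each of the 3 sets. The tested Zscan4 and Usp17l members not past the threshold in edgeR with neither block nor correction (Zscan4b to Zscan4f, Zscan4-ps2, Zscan4-ps3, Usp17lb, Usp17lc and Usp17ld) passed in each of these 3 fits, and with the block alone the adjusted p ran from 1.9e-14 for the Zscan4-ps3 log2 fold change to 0.025 for the Usp17ld log2 fold change. The Ythdf1 log2 fold change passed as higher in each of these 3 fits (adjusted p from 0.012 to 0.020). The Duxf3 log2 fold change passed with the block alone (0.015), and the Sox2 log2 fold change only with the block and gene length correction (0.047). The block lowered the estimated biological variation from 15.8% to 10.6% and raised the prior degrees of freedom to 68.9.

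By the study's criteria (498 higher, 382 lower), an adjusted p in place of the unadjusted one left 260 higher and 157 lower genes, and leaving out numbered gene models, which removes genes, left 240 lower genes. In the other settings the counts stayed within 1.5 times, from 353 to 571 higher and from 265 to 521 lower genes.

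The median of the 2C markers stayed between 1.08 and 1.25 in the settings with all libraries, and that of the study's 2C genes between 0.97 and 1.08. Both passed in 16 of 18 alternatives. Under fry the medians of 1.18 and 1.04 were no longer past the threshold (adjusted p of 0.25 and 0.18), and likewise with an estimated correlation (0.54 and 0.49). Simulated data with independently drawn genes showed that both tests lack power here, so this says little about stability. The same simulation could not test camera's preset correlation on genes that move together, so it does not back the camera calls either. Leaving out one replicate gave 0.56 to 1.62 for the markers and 0.65 to 1.42 for the study's genes, the lowest in both without shYthdf2 replicate 2. The pluripotency list, not called at -0.11, passed with limma-voom (-0.11, adjusted p of 0.018), with GC correction (-0.16, 0.046) and under fgsea (-0.11, 0.015). The cause was not tested. It ranged from -0.18 to -0.061 across the 4 fits that each left out one replicate.

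Replicate agreement moved with the weight of low counts. A pseudocount of 0.1 gave 0.987 in both groups. Restricting it to filterByExpr genes gave 0.994 in shScramble and 0.993 in shYthdf2. It could not be recomputed with a replicate left out.

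Among the 7 other lists, the mesoderm median reversed to 0.012 without a low-count filter, neither value past the threshold. Over 126 comparisons 4 others were weaker (p53 and trophectoderm under fry and with an estimated correlation) and 5 stronger, all of the neuroectoderm list. Of 602 comparisons for 36 named genes besides Ythdf2, 519 kept direction and side, 12 were weaker, 71 stronger and 0 reversed. Those with a prior count of 2 kept their side by construction. 41 of the 71 came from the 3 fits with the block and 12 from the fit without a filter, and 7 of the 12 weaker ones from limma-voom. Leaving out one replicate changed the sign of Ythdf3, Upf1 and Rida.

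Genes with few counted reads have uncertain values. Duxf3 had at most 52 reads in a library, and whether depth limits it or the loss of reads placed at several positions was not tested. The annotation lists it on an extra contig as well as on chromosome 10. It passed without a low-count filter and with the replicate block, and over settings its adjusted p ranged from 0.0019 to 0.17. With 2 libraries per group, each fit that left out a replicate had an arm of 1 library, so no calls are given for them.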

Other observations

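The tests of gene length, chromosome copy number, the shift of genes with a seed site of a Ythdf2 shRNA and a common factor for 2C markers were set before their results were seen. All other tests in this part were chosen only after the pattern they address was seen, and so were the comparisons with every 7-mer of similar frequency and with 7-mers of the same bases, the counts of called genes with a site, and the t distribution for the marker test, each added after a first result.

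Several technical sources of the changed genes were examined. After the trend with gene length was removed, 1017 genes passed against 718 before, where a length bias as the source would have lowered the count by more than 1.5 times. The log2 fold change had a Spearman correlation of -0.07 with gene length across genes and of 0.18 with GC content. No chromosome differed as a gained or lost copy would, which was set at a deviation of 0.3: the largest deviation of a chromosome's median log2 fold change from the other genes was -0.10, on the X chromosome. Both alternatives are argued against as the main source.

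Silencing of other transcripts through the shRNA seed was tested on 12130 genes with a mean of at least 1 CPM and an annotated 3′ UTR. The labels do not say which Ythdf2 shRNA was used. For shYthdf2-1, 1736 genes carry the seed site TTATGTA, and their median log2 fold change lay 0.08 below that of the other genes (-0.08). In a random draw of 1000 other 7-mers of similar frequency, the test that had been set, 4.7% gave a shift as low, which met the criterion of under 5% for a seed effect. Of all 2943 such 7-mers, compared afterwards, 5.64% did. The outcome turns on the draw, so a seed effect of shYthdf2-1 cannot be told apart from chance by this test. Of 104 7-mers made of the same bases in another order, 72.1% gave a shift as low, so base composition of the 3′ UTRs is a candidate explanation of the shift. For shYthdf2-2 (site AGCCAAC, 884 genes) 90.2% of 7-mers of similar frequency gave a shift as low, and 89.8% in the draw, which argues against its seed as the main source. Among 222 genes called lower, 42 carry the first site and 26 the second, shares of 18.9% and 11.7% against 14.3% and 7.29% of all genes (Fisher's exact test, two-sided, p = 0.053 and p = 0.018, not adjusted). Most lower genes therefore carry neither site in the annotated 3′ UTR, but both shares are above those of all genes, and an effect of either seed on some lower genes stays open.

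The control hairpin has a seed too, and silencing by it would leave its targets higher in shYthdf2. 176 genes carry its site GCGACTG, and their median log2 fold change lay 0.03 above that of the other genes. Of 1491 other 7-mers of similar frequency 3.29% gave a shift as high, and 3.70% in a draw of 1000, but among 417 7-mers of the same bases 8.15% did. Of 393 genes called higher, 14 carry the site, a share of 3.56% against 1.45% of all genes (Fisher's exact test, two-sided, p = 0.0018, not adjusted), and 0 of 222 lower genes do (p = 0.081). For shYthdf2-1 the share of higher genes with its site was 9.67% (p = 0.0066, same exact test), below that of all genes, and for shYthdf2-2 it was 7.63% (p = 0.77). Silencing by the control hairpin as the main source of the higher genes is argued against, since most lack the site. For the genes that carry it, such silencing cannot be told apart from base composition, because the comparisons differ in outcome, and it may have contributed to some rises.

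The 2C markers were higher in shYthdf2 replicate 2 than in shYthdf2 replicate 1 by a median of 1.11 on the log2 scale, in 32 of 33 genes. A difference in library size is argued against, since the log2 ratio of the totals of these libraries was 0.020. Reads shared between paralogs are argued against as well: the 13 markers with under 10% of their 150-base windows in another gene differed by a median of 0.87, 12 of them in the same direction. A difference between cultures that has nothing to do with the knockdown cannot be told apart from a varying response to it, because the control libraries differed in the same direction by a median of 0.62, in 28 of 33 markers, and each group has 2 libraries. The labels also leave open whether these libraries carry the same shRNA, and different hairpins could give such a gap, which no value here tests. 2C-like cells are rare, so their share may vary between cultures by chance, and the size of the rise in this series rests mainly on 1 library. More replicate cultures would settle it.

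If the rise came from more 2C-like cells with every marker rising by one factor, the log2 fold changes should agree within their errors. Over 33 markers Cochran's Q was 47.2 on 32 degrees of freedom (p = 0.041 by the chi-square distribution), which by the criterion set beforehand speaks against one factor. With errors drawn from a t distribution with the 9.85 degrees of freedom of the fit, added after that result, p was 0.25 over 10000 draws. Both versions take the errors of the markers as independent. The markers shifted together between replicates, with 32 of 33 higher in shYthdf2 replicate 2 and 28 of 33 in shScramble replicate 2 than in the other replicate. Neither p is therefore a valid guide, and a single factor and gene-specific rises cannot be told apart here.

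LOC100504180, among the largest rises, lies 3672 bases from Duxf3 on the same strand of chromosome 10 (58222403 to 58225832). It had 7 and 4 reads in shScramble and 37 and 94 in shYthdf2, more than Duxf3 in both knockdown libraries, and passed the threshold in edgeR where Duxf3 did not. It passed in 15 of 16 other settings, limma-voom being the exception, and Duxf3 in 2 of the 13 that gave it a test. The annotated gene at this place, AW822073, has 13.8% of its 150-base windows in common with Duxf3 transcripts. Reads from such windows would be left out as placed at several positions, and near matches were not measured. The share therefore does not decide whether reads of Duxf3 contribute to this row. Of the neighbouring rows, Gm9919 had 7 and 17 reads in shYthdf2 against 1 and 0, Gm4981 1 and 9 against 1 and 0, and Gm10807 4 and 4 against 1 and 1, too few to compare. Copies of this repeat that are missing from the genome build may also contribute, which was not tested. Whether the row reports the activity of the Dux locus is a hypothesis that these counts leave open.

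Genes of the germline formed an unplanned pattern. Usp26, Stag3, Meioc and Esx1 were seen among the lowest p-values for falls, and a list of 40 further germline genes was then written without them. Of 39 tested, 33 were lower, with a median log2 fold change of -0.59, 10 at an adjusted p under 0.05 over all genes. Adjusted over this list and its autosomal part, limma's camera gave an adjusted p of 1.9e-08 and fry one of 0.12. Within replicate numbers the median was -0.47 and -0.73, and without shYthdf2 replicate 1 it was -0.88. The X chromosome is argued against as the source, as the 26 autosomal members had a median of -0.56. So are GC content (-0.51 after the trend was removed), gene length (-0.63) and the scaling, with a median of -0.59 at the scaling nearest to 0, all past the camera threshold. The result did not pass under fry or with an estimated correlation. A difference between the lines apart from Ythdf2, such as drift during selection, cannot be told apart from the knockdown, since this series holds no other line and the control libraries themselves differed by -0.35. One candidate explanation is lower activity of a germline program in the knockdown line, and this stays a hypothesis from the same data.

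The rise of p53 target genes, by contrast, was present in both knockdown libraries and was not larger in the library with the higher 2C markers. GC content and gene length are argued against as the source, with medians of 0.63 and 0.60 after each trend was removed. A response to viral load, selection or the hairpin in general cannot be told apart from an effect of Ythdf2 loss, because nothing in the table separates the groups' handling from their hairpin. The control libraries differed by -0.21 on this list.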
